A study of Mus musculus with 46 samples. Its data were reported in "Integrated miRNA and mRNA expression profiling of mouse mammary tumor models identifies miRNA signatures associated with mammary tumor lineage" (2011).

How the data were processed

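Total RNA from mammary tumors of 8 genetically engineered mouse models and from normal mammary glands of pregnant mice was profiled by the study on Affymetrix mouse genome arrays, with 1 array for each tumor or gland. RNA was isolated with a kit that also retains miRNA, labelled with the One Cycle kit and hybridized, and the scans were collected in GCOS. The authors computed GC-RMA values in Partek, which corrects the background of each probe by its GC content, normalizes the arrays to each other and summarises each probe set, and deposited them on the log2 scale. Per the methods of the study, probe sets with a MAS5 present or marginal call in fewer than 3 samples had been removed, and AFFX control probe sets, which were fixed beforehand as signs of RNA quality, were not analysed here. Versions of GCOS, GCRMA, MAS5 and Partek were not given in the sources used here, and neither was a scan date or batch. Only the mRNA arrays were used; the miRNA arrays of the study were not analysed here.

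The table held 18586 probe sets and 46 arrays, with 0 missing values and log2 values from 1.70 to 15.98. Array medians lay between 6.48 and 7.48. Because GC-RMA pulls unexpressed probe sets to values of about 2, a fold change from such a level depends on that floor. Arrays carry no read depth, so the number of arrays per group, 4 to 7, limits the precision. The platform annotation gave 16962 probe sets a single gene, 569 several genes and 1055 none, and 16941 of the first were found by gene ID in the RefSeq gene table of assembly GRCm38.p6, which supplied current symbols only. Probe sets with several genes or none were not named. A probe set was kept when its log2 value was over 4 in at least 3 arrays (16154 probe sets, 14843 of them with a single gene). For the 3568 genes with more than 1 such probe set the one with the highest mean over all arrays was used, which left 9329 genes.

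Groups came from the sample titles: C3(1)/Tag (5 tumors), p53-/- transplant (7), BRCA1-/-p53+/- (5), MMTV-H-Ras (5), MMTV-Her2/neu (5), MMTV-c-Myc (4), MMTV-PymT (6), MMTV-Wnt1 (4) and normal mammary gland (5). The first 3 models were taken as basal-type and the other 5 as luminal-type, as in the study. All groups were on the FVB background except p53-/- transplant (Balb/C) and BRCA1-/-p53+/- (129B6/FVB), so strain and class were partly confounded, and normal glands were analysed for FVB only. Per the methods the tumors of a model came from individual mice.

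Tests were run in R 4.3.3 with limma 3.58.1 (lmFit and eBayes) on the log2 values, with matrixStats 1.5.0 and statmod 1.5.0 in support. Plots were drawn in Python 3.11.15 with matplotlib 3.10.9. Basal-type tumors were compared with luminal-type tumors as pooled classes over the 41 tumors. Tumors were compared with normal gland in a fit of all 9 groups, as the equal-weighted mean of the 8 models minus normal gland and for each model separately. A model-specific gene was higher in a model than in the equal-weighted mean of the other 8 groups, with the median of the model above the third highest value among all other samples, which is the ranking part of the rule the study used for miRNAs. Adjusted p values are Benjamini-Hochberg values within a contrast. A gene was called at an adjusted p under 0.05, and counts of genes over the whole array also required a difference of at least 2-fold, with no such requirement for members of gene lists. A ± is an SD over arrays unless it is named SE, and SE values and p values come from limma.

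Gene lists were fixed before the data were examined and tested with camera at a preset inter-gene correlation of 0.01, and again with the correlation estimated. They covered luminal epithelial, basal/myoepithelial, epithelial junction and adhesion, mesenchymal/EMT, milk and secretory, proliferation, E2F/Rb target, p53 target, Wnt/beta-catenin target, Ras/ERK feedback target, Myc target, interferon response and hormone-sensing genes. Markers of other cells in a tumor or gland piece formed lists for adipocyte, T cell, B and plasma cell, macrophage, neutrophil, endothelial, fibroblast and matrix, skeletal muscle, keratinised epithelium and erythroid genes. Further lists held strain-linked genes, the altered genes of the models, and targets that the study named for miR-494, for miR-412, and for miR-200 with miR-141, miR-150 and miR-199a together, a list that also held a miR-10b target, Hoxd10. A list score is the mean over members of gene-wise z-scores across the 46 arrays. Hras, Wnt1, Trp53, Esr1, Prlr, Areg, Hoxd10, Spry4 and Isg15 were not analysed here.

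Named genes were also fixed by rule. For the classes they were Krt8, Krt18, Krt5 and Krt14, and the 8 genes per direction with the largest difference among called genes whose 3 basal-type model means lay beyond all 5 luminal-type model means. For tumors against normal gland they were the 8 per direction with the largest mean difference among genes called in every model, of which 1 is not reported here. The 2 called members with the largest difference in each list were added in both comparisons, and the 3 genes with the largest difference in each model. Arrays were clustered by average linkage on 1 minus the Pearson correlation of gene-wise z-scores. The count of tumors whose nearest tumor shared their model was tested by permuting labels (100000 times), and the count for class over the 56 ways to divide 8 models into groups of 3 and 5. The whole procedure was tested on simulated data of 9329 genes. For the class comparison 94% of genes changed by 4-fold and 96% of those changed by 8-fold were recovered, for tumors against normal gland 81% and 99%, and for a call in every model 45% and 78%. Recovery of model-specific genes lay between 74% (C3(1)/Tag) and 86% (MMTV-PymT) at 4-fold and between 87% (MMTV-c-Myc) and 97% (BRCA1-/-p53+/-) at 8-fold. When the interferon list was shifted by a log2 value of 1 for the class comparison it was called, and 0 of the 27 other lists were. Whether correlation between genes or differences among the models of a class change these simulated results was not tested.

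Alternatives were no filter or a stricter one (6), quantile normalization, centring of each array on its median, the median over probe sets of a gene, array weights, trend and robust moderation, the replicate number as a block, each array left out in turn, no fold threshold, FVB arrays alone, each model left out, models of equal weight, the model as a random block, the t-test that the methods name for model-specific miRNAs, applied to the classes, other comparison groups and rules for model-specific genes, and other genes and distances for the clustering. Fits without the 6 arrays with the narrowest distributions, without the 4 arrays with the lowest junction scores, and with the fibroblast and matrix score as a covariate were added after the data had been seen.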

Results

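Genome-wide mRNA levels were available for 41 mammary tumors and 5 normal mammary glands from pregnant mice, with 1 array for each. Tumors of the C3(1)/Tag (n = 5), p53-/- transplant (n = 7) and BRCA1-/-p53+/- (n = 5) models made up the basal-type class. In these models tumors arise after expression of the SV40 large T antigen in mammary epithelium, after loss of p53 in transplanted gland, or after loss of BRCA1 on a background lacking a p53 allele. The luminal-type class held tumors driven from the MMTV promoter by H-Ras (n = 5), Her2/neu (n = 5), c-Myc (n = 4), PymT (n = 6) or Wnt1 (n = 4). Replicate arrays of a model were most alike in MMTV-Her2/neu, with a mean correlation of 0.979 across genes, which are not independent replicates, and least alike in BRCA1-/-p53+/-, with a mean of 0.785. All levels below are log2 values, and 9329 genes were tested.

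The first comparison addressed the difference between the 2 tumor classes. Fibronectin and tenascin C genes were higher in basal-type than in luminal-type tumors. Fn1, which encodes fibronectin, was 13.4-fold higher (13.51 ± 1.07 in 17 basal-type against 9.77 ± 2.36 in 24 luminal-type tumors, limma adjusted p = 2.42e-05), and Tnc, which encodes tenascin C, was 11.5-fold higher (log2 difference 3.53, SE 0.78, adjusted p = 0.00106). Cdkn2a, the locus of the cell cycle inhibitors Ink4a and Arf, was 11.8-fold higher (6.42 ± 2.15 against 2.86 ± 1.58, adjusted p = 2.36e-05). In the other direction, the chromatin organizer gene Satb1 was 22.2-fold lower in basal-type tumors (4.29 ± 2.32 against 8.76 ± 1.64, adjusted p = 3.22e-06) and Aass, which encodes an enzyme of lysine breakdown, was 21.8-fold lower (3.82 ± 1.78 against 8.27 ± 2.04, adjusted p = 3.22e-06). These p values treat tumors of a model as independent, and with the model as a random block Satb1 and Aass were called (adjusted p = 0.0280 and 0.0267) while Fn1 (0.0772), Tnc (0.159) and Cdkn2a (0.0698) were not.

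Further genes with all 3 basal-type means beyond all 5 luminal-type means included proteases and enzymes. Prkg2, which encodes a cGMP-dependent kinase, had the largest increase (log2 difference 4.58, SE 0.85, adjusted p = 0.000164). The collagenase gene Mmp13 (4.01), the aldo-keto reductase gene Akr1b8 (3.68), Clip4 (3.58) and the aggrecanase gene Adamts4 (3.47) were also higher. Lower genes included Ttpa (-3.87), which encodes the vitamin E transfer protein, the collagen gene Col9a1 (-3.49), Ldb3 (-3.48), the acetyl-CoA synthetase gene Acss1 (-3.27) and Lyplal1 (-3.15). Bpifa2, a salivary secretory protein gene, was lower as well (-4.19, adjusted p = 0.0153). It stood at 2.14 ± 0.06 in basal-type tumors and a wide 6.33 ± 5.60 in luminal-type tumors. The luminal-type mean rested largely on MMTV-H-Ras (14.25). Means were 2.68 in MMTV-Her2/neu, 4.05 in MMTV-c-Myc, 5.01 in MMTV-PymT and 5.29 in MMTV-Wnt1. Of the genes in this paragraph only Clip4 and Lyplal1 were called with the model as a random block. Of all 69 genes named by rule for the classes 56 lost the call there and only Satb1, Aass, Clip4 and Lyplal1 kept it. The rest of the 69 had no call to lose, since they were not called in the main fit. Another probe set of Prkg2 (0.51) was not called, and of the other probe sets of Ldb3 one was lower (-2.49) and one was not called (0.77).

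**Figure D1:**
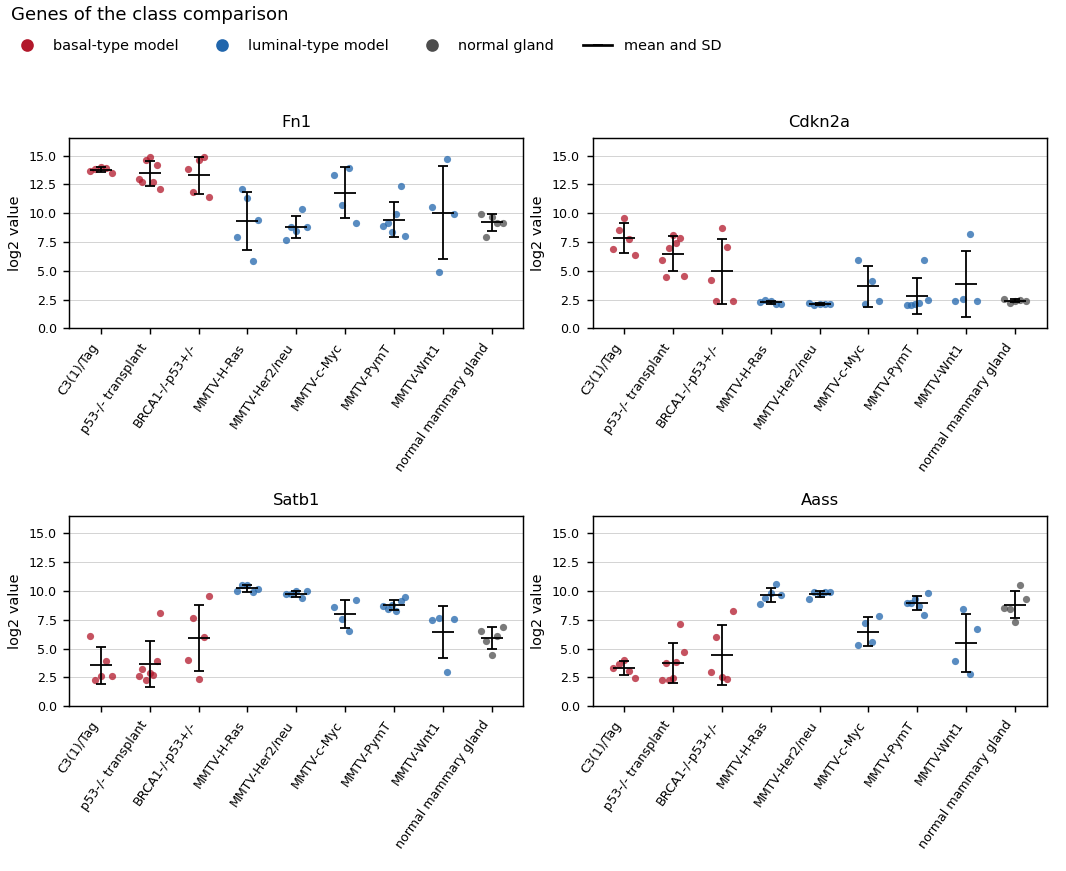
Log2 value (vertical axis) of Fn1, Cdkn2a, Satb1 and Aass in each of the 46 arrays by model and normal gland, with 1 point per array and bars for the mean and SD of a group. Fn1 and Cdkn2a were higher in basal-type tumors (13.51 against 9.77 and 6.42 against 2.86), and Satb1 and Aass were lower (4.29 against 8.76 and 3.82 against 8.27).

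Keratins that are used to name these classes did not separate them at the mRNA level. Krt8 differed by -0.06 (SE 0.27, adjusted p = 0.895) and Krt18 by -0.33 (SE 0.35, adjusted p = 0.51), both luminal keratins. Of the basal keratins, Krt5 differed by -0.17 (SE 0.95, adjusted p = 0.912) and Krt14 by 2.41 (SE 1.08, adjusted p = 0.0896). The sign of Krt8 turned when BRCA1-/-p53+/- 4 (0.13) or BRCA1-/-p53+/- 2 (0.049) was left out, that of Krt18 turned without BRCA1-/-p53+/- 4 (0.027), and that of Krt5 turned without MMTV-Wnt1 1 (0.16), MMTV-Wnt1 2 (0.089), MMTV-Wnt1 4 (0.10), p53-/- transplant 2 (0.00040) or p53-/- transplant 5 (0.00064). Among 17 luminal epithelial genes, 2 were higher and 5 lower (2 and 6 adjusted over the list alone; list adjusted p = 0.254), with the luminal transcription factor gene Elf5 at -3.05 and Muc1 at 2.51. Of 16 basal/myoepithelial genes, 3 were higher and 1 lower (the same adjusted over the list alone; list adjusted p = 0.29), including Krt17 at 3.31 and the caveolin gene Cav1 at 2.15.

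All list tests and member counts of the class comparison treat tumors of a model as independent. The lists were not tested with the model as a random block. Fibroblast and matrix genes formed the list with the lowest p. Of its 19 measured members 16 were higher and 0 lower in basal-type tumors (17 and 0 adjusted over the list alone; camera adjusted p = 1.93e-07, adjusted p = 0.594 with an estimated correlation), among them Fn1 and the collagen gene Col1a1 (2.97), of which another probe set was not called (1.34). Mesenchymal/EMT genes had 8 of 15 higher and 1 lower (10 and 1 adjusted over the list alone; adjusted p = 0.00175, adjusted p = 0.594 with an estimated correlation). Fn1 belongs to that list too, and the transcription factor gene Twist1 was 3.05 higher. The fibroblast and matrix score itself averaged 0.54 ± 0.70 in basal-type and -0.45 ± 0.79 in luminal-type tumors. Model means were 0.35 in C3(1)/Tag, 0.44 in p53-/- transplant and 0.87 in BRCA1-/-p53+/-, against 0.11 in MMTV-c-Myc and 0.52 in MMTV-Wnt1, where single tumors ranged from -0.40 to 1.52 (MMTV-Wnt1 3), and the lowest means were those of MMTV-H-Ras (-1.01), MMTV-Her2/neu (-0.81) and MMTV-PymT (-0.71). With FVB arrays alone the adjusted p values of these lists were 0.0569 and 0.671.

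Milk and secretory genes were lower, with 0 of 22 higher and 8 lower in basal-type tumors (0 and 8 adjusted over the list alone; adjusted p = 0.000821, adjusted p = 0.594 with an estimated correlation). The largest differences were those of Lalba (-4.03), which encodes alpha-lactalbumin, and the folate receptor gene Folr1 (-3.98). Milk scores were highest among tumors in MMTV-Her2/neu (0.55) and MMTV-PymT (0.37), while luminal-type MMTV-Wnt1 (-0.73) lay below basal-type p53-/- transplant (-0.34) and BRCA1-/-p53+/- (-0.32). Proliferation genes were higher in 7 of 25 cases and lower in 0 (8 and 0 adjusted over the list alone; adjusted p = 0.00145, adjusted p = 0.769 with an estimated correlation), as in Foxm1 (1.47), a mitotic transcription factor gene, and Mcm3 (1.46), a replication helicase gene. For E2F/Rb targets 7 of 15 were higher and 0 lower (8 and 0 adjusted over the list alone; adjusted p = 0.00051, adjusted p = 0.594 with an estimated correlation), led by Cdkn2a and E2f8 (1.68). Scores of both lists were highest in C3(1)/Tag (1.45 for proliferation and 1.68 for E2F/Rb targets), while BRCA1-/-p53+/- averaged -0.37 and -0.20, with BRCA1-/-p53+/- 2 at -2.41 and -1.39 and the other 4 tumors from -0.44 to 0.63 and from -0.45 to 0.66.

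Some genes of immune and vessel cells were also higher in basal-type tumors. Of 22 interferon response genes 6 were higher and 0 lower (7 and 0 adjusted over the list alone; adjusted p = 0.00101, adjusted p = 0.725 with an estimated correlation), including the chemokine gene Cxcl10 (3.21) and Oasl1 (2.69). Of 18 macrophage genes 4 were higher and 0 lower (3 and 0 adjusted over the list alone; adjusted p = 0.00145, adjusted p = 0.725 with an estimated correlation), with the Fc receptor gene Fcgr1 at 1.84 and the complement gene C1qc at 1.12, which was -0.26 with the fibroblast and matrix score as a covariate. Of 16 endothelial genes 3 were higher and 0 lower (3 and 0 adjusted over the list alone; adjusted p = 0.00979, adjusted p = 0.725 with an estimated correlation), with the VEGF receptor genes Flt1 (1.60) and Kdr (1.25). With FVB arrays alone none of these 3 lists was called (adjusted p = 0.58, 0.671 and 0.671), and the median of the endothelial list was then -0.03. Model means overlapped here too, with an interferon score of -0.32 in BRCA1-/-p53+/- against 0.20 in MMTV-PymT, and an endothelial score of -0.32 in C3(1)/Tag against 0.56 in MMTV-Wnt1.

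No shift was called for the remaining lists other than those of miRNA targets. Epithelial junction and adhesion genes had 1 higher (Ovol1, 0.72) and 1 lower (Prss8, -1.87) of 18, Wnt/beta-catenin targets 3 higher and 1 lower of 14 with Ccn4 at 2.77 and Rnf43 at -2.43, and Ras/ERK feedback targets 4 higher and 2 lower of 15 with the growth factor genes Hbegf at 2.36 and Ereg at 1.79. Of 19 p53 targets 1 was higher (Pmaip1, 2.12) and 5 lower, with Perp at -2.04. Myc targets had 2 higher of 24 (Odc1, 0.94 and Rrs1, 0.67). Members called higher numbered 1 of 5 for T cells (Thy1, 2.55), 1 of 7 for B and plasma cells (Jchain, 2.41, but -0.72 with FVB arrays alone), 2 of 7 for neutrophils (Mmp9, 2.73 and S100a9, 2.66) and 2 of 10 for keratinised epithelium (Krt6a, 2.60 and Pkp1, 1.73). Hormone-sensing genes had 1 higher (Wnt4, 1.86) and 2 lower of 8, with Socs2 at -1.65. Adipocyte (11 genes), skeletal muscle (16, but list adjusted p = 0.00892 with FVB arrays alone) and erythroid (5) lists had 0 called genes each. Adjusted over the list alone these counts were the same except 5 higher for Ras/ERK feedback targets, 1 for Myc targets and 0 for keratinised epithelium. The adjusted p values of these 13 lists lay between 0.149 (p53 targets) and 0.998 (Ras/ERK feedback targets). Of 5 strain-linked genes 1, the MHC gene H2-Ea, was higher (1.63, adjusted p = 0.00737, list adjusted p = 0.89), and it was -0.42 with FVB arrays alone. Not every probe set was called for H2-Ea (-0.08 in the lowest), Krt6a (2.39), Odc1 (0.46) or Tgfb2 (-1.17). Of the 3 altered genes analysed, Brca1 was higher (1.71) and Myc and Erbb2 were not called, also adjusted over the list alone (list adjusted p = 0.778). In the Ras/ERK feedback list the median member lay at -0.09 and the mean at 0.24, in the hormone-sensing list at -0.01 and 0.02, and in the altered genes at -0.20 and 0.27, and the test statistic of the Myc target list was negative although its median was 0.06.

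The miRNAs whose targets follow were selected in the study on tumors of these models, so the direction of their targets is not independent evidence, and the lists hold only targets its text names, so their tests do not speak for all predicted targets. Of the 4 named for miR-494, the BMP receptor gene Bmpr2 (1.24), the phosphatase gene Ptpn12 (0.92) and the apoptosis inhibitor gene Xiap (0.45) were higher and Bmi1 was not called (0.49), or 4 higher adjusted over the list alone (list adjusted p = 0.00872, adjusted p = 0.594 with an estimated correlation). For miR-412, Foxo3 was lower (-0.75) and Bmpr1a was not called (-0.31; list adjusted p = 0.237), also adjusted over the list alone. Of 4 probe sets of Xiap, 2 were not called (0.0031 and 0.44). Probe sets of Bmpr1a disagreed, since 3 of the 5 were lower and called (-0.77, -0.99 and -1.01) while the one used, which has the highest mean, and another (-0.16) were not. Spry4, also listed for miR-412, was not analysed here. The study chose the targets of miR-494 and miR-412 by inverse correlation with mRNA levels in these tissues. In cells with raised miR-412 it found lower Bmpr1a but higher Foxo3a and Spry4. In cells with raised miR-494 it found lower Birc4 (Xiap) but no detectable change of Bmi1 or Ptpn12. Of 6 targets of the miR-200 family with miR-141, of miR-150 and of miR-199a, taken by the study from earlier work, the receptor kinase gene Met (3.12) and Zeb2 (2.10) were higher and Tgfb2 (-1.97) was lower, while Myb (1.38), Zeb1 (1.06) and Ctnnb1 (0.27) were not called (3 and 1 adjusted over the list alone; list adjusted p = 0.254).

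Altogether 826 genes were at least 2-fold higher and 524 at least 2-fold lower in basal-type tumors. These counts treat tumors of a model as independent. With the model as a random block 18 genes were higher and 29 lower, all of them among the first counts and including Clip4, Satb1, Aass and Lyplal1 of the genes named above, and with FVB arrays alone 1305 were higher and 584 lower, of which 482 and 312 were shared. The excess of higher genes shrank under other scalings, to 708 higher and 627 lower after quantile normalization and to 715 and 615 after centring on the median.

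The second comparison asked how tumors differed from normal gland of pregnant mice. Milk and secretory genes fell in tumors. Fabp3, a fatty acid binding protein gene of lactating gland, averaged 14.59 ± 0.32 in 5 normal glands and 3.36 ± 2.28 in 41 tumors (log2 difference -11.17, SE 1.01, limma adjusted p = 2.25e-11), and Glycam1 (-11.02), the bile salt lipase gene Cel (-9.81), Cidea (-9.11) and the whey acidic protein gene Wap (-9.00) fell with it, although Wap still averaged 6.65 ± 3.48 in tumors. Water channel gene Aqp5 was 538-fold higher in tumors (12.09 ± 2.03 against 2.95 ± 0.44, adjusted p = 3.93e-16). The carbonic anhydrase gene Car12 was 130-fold higher (9.66 ± 2.18 against 2.60 ± 0.57, adjusted p = 2.69e-12), while Car4, another carbonic anhydrase gene, fell by 8.52.

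Genes higher than normal gland in every model also included Lad1 (6.86), St6galnac4 (5.94), Emp2 (5.22), the collagen hydroxylase gene Plod2 (5.20) and Ccnb2 (4.96), a mitotic cyclin gene. Lower in every model were further Adipoq (-9.02), which encodes adiponectin, and Olah (-8.64), which encodes a thioesterase of milk fat synthesis. Such genes numbered 215 higher and 331 lower, from lists of 1079 (MMTV-H-Ras) to 2354 (C3(1)/Tag) higher and 976 (MMTV-PymT) to 1487 (C3(1)/Tag) lower genes in single models. All models share the same 5 glands. Independent lists of these sizes would share 0.00394 and 0.000636 genes, 20 simulated sets of unchanged groups shared 0, and with the glands divided into 2 and 3 and each part set against 4 of the models, 56 to 108 and 149 to 234 genes were shared over 10 divisions.

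**Figure D2:**
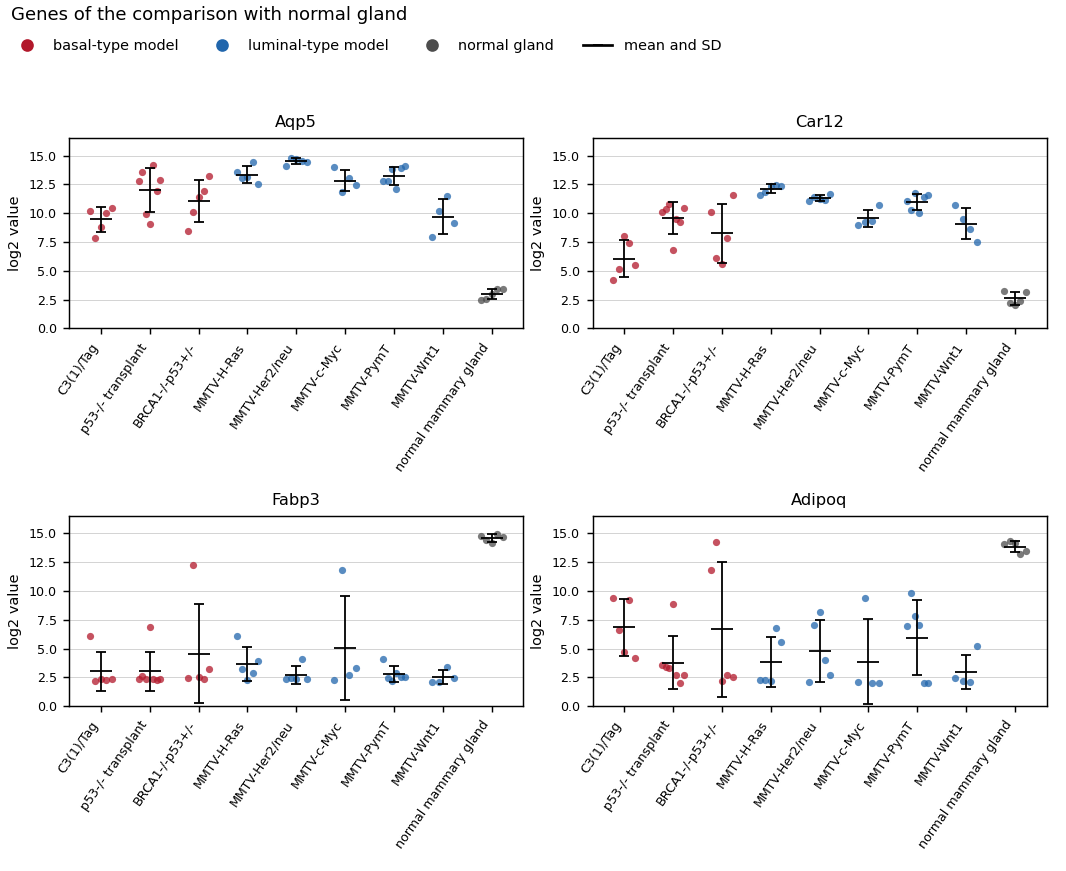
Log2 value (vertical axis) of Aqp5, Car12, Fabp3 and Adipoq in each of the 46 arrays by model and normal gland, with 1 point per array and bars for the mean and SD of a group. Aqp5 and Car12 lay above the normal glands (means 2.95 and 2.60) in every model, and Fabp3 and Adipoq lay below them on average, with BRCA1-/-p53+/- 2 near the normal level of Adipoq.

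Of the 22 milk and secretory genes 21 fell and 0 rose (22 and 0 adjusted over the list alone; adjusted p = 1.62e-17, adjusted p = 0.015 with an estimated correlation). All 11 adipocyte genes fell (also adjusted over the list alone; adjusted p = 9.4e-12, adjusted p = 0.0647 with an estimated correlation), with Cidec at -8.44, and all 16 skeletal muscle genes fell (also adjusted over the list alone; adjusted p = 3.73e-10, adjusted p = 0.28 with an estimated correlation), with the calcium pump gene Atp2a1 at -7.26 and the troponin gene Tnnt3 at -7.19. Endothelial genes fell in 7 of 16 cases and rose in 0 (9 and 0 adjusted over the list alone; adjusted p = 0.000312, adjusted p = 0.506 with an estimated correlation), as in the receptor gene Tek (-3.48) and Sox17 (-3.25). Of the 16 basal/myoepithelial genes 7 fell and 3 rose (8 and 3 adjusted over the list alone; adjusted p = 0.025, adjusted p = 0.585 with an estimated correlation), with smooth muscle myosin gene Myh11 at -5.91 and calponin gene Cnn1 at -5.41.

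Of 25 proliferation genes 24 rose and 0 fell (the same adjusted over the list alone; adjusted p = 3.86e-14, adjusted p = 0.176 with an estimated correlation), led by Ccnb2 and the mitotic kinase gene Aurka (4.78). E2F/Rb targets rose in 12 of 15 cases and fell in 1 (the same adjusted over the list alone; adjusted p = 0.00026, adjusted p = 0.28 with an estimated correlation), with Uhrf1 at 3.98 and Cdc6 at 3.15. Of 15 Ras/ERK feedback targets 11 rose and 0 fell (the same adjusted over the list alone; adjusted p = 1.33e-05, adjusted p = 0.176 with an estimated correlation), with the transcription factor genes Etv5 at 3.79 and Egr1 at 3.62. Myc targets rose in 12 of 24 cases and fell in 1 (the same adjusted over the list alone; adjusted p = 0.021, adjusted p = 0.705 with an estimated correlation), with Nop58 at 1.85 and Cdk4 at 1.84. The altered genes Brca1 (3.92) and Erbb2 (2.33) were higher than in normal gland and Myc was not called, or 3 higher adjusted over the list alone (list adjusted p = 0.0245, adjusted p = 0.176 with an estimated correlation).

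Other lists were not called as a whole, with adjusted p from 0.067 (erythroid genes) to 1.00, though single members were. Luminal epithelial genes had 6 higher and 4 lower of 17, with the stem cell marker gene Prom1 at 5.52 and Krt7 at 4.59. Interferon response genes had 7 higher of 22, with Oasl2 at 4.45 and Ifit1 at 4.32, and macrophage genes 7 higher and 1 lower of 18, with the lysosomal marker gene Cd68 at 2.90 and Fcgr1 at 2.63. Fibroblast and matrix genes had 1 higher and 4 lower of 19, with dermatopontin gene Dpt at -5.42 and decorin gene Dcn at -3.81, and mesenchymal/EMT genes 2 higher and 3 lower of 15, with Snai2 at -2.32 and Fn1 at 2.04. Among hormone-sensing genes 2 were higher and 3 lower of 8, including Cish (-3.08), a feedback gene of cytokine signalling, and Tnfsf11 (-3.05), which encodes RANKL. Numbers called higher and lower were 2 and 0 of 18 for epithelial junction genes (Dsp, 2.90 and Marveld2, 1.52), 3 and 5 of 19 for p53 targets (Psrc1, 4.29 and Ckap2, 2.67), 4 and 1 of 14 for Wnt/beta-catenin targets (Ccn4, 2.06 and Apcdd1, -1.99), 0 and 2 of 5 for T cells (Gzma, -2.49 and Gzmb, -0.96), 1 and 2 of 7 for B and plasma cells (Ly6d, 3.52 and Jchain, -4.66) and 1 and 0 of 10 for keratinised epithelium (Pkp1, 2.74). Of 5 erythroid genes 0 were higher and 2 lower (Alas2, -4.63 and Hbb-b2, -1.78), and 0 of 7 neutrophil and 0 of 5 strain-linked genes were called. Adjusted over the list alone the counts of these lists were the same except 0 higher for epithelial junction, 1 higher for mesenchymal/EMT, 8 higher for macrophage and 0 higher for fibroblast and matrix genes.

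Among targets of the miRNAs named in the study, Bmpr2 (1.88) and Ptpn12 (0.55) were higher among the 4 of miR-494 (2 higher and 1 lower adjusted over the list alone), 0 of 2 were called for miR-412 in either count, and of the 6 of the remaining miRNAs Myb (2.99) and Ctnnb1 (0.85) were higher and Zeb1 (-1.89) was lower, also adjusted over the list alone. Probe sets that were not called lay at 0.27 for Myb and at 0.32 to 0.80 for Ptpn12. Among the genes above, such probe sets lay at -0.07 for Apcdd1, 1.32 for Ccn4, 0.38 for Psrc1, 2.35 for Dsp and 1.61 for Fn1. These lists had adjusted p = 0.875, 1.00 and 0.834. The test statistics of the p53 target list and of the miR-412 targets were negative although their medians were 0.30 and 0.06.

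Taken over the mean of the 8 models, 1489 genes were at least 2-fold higher and 1174 at least 2-fold lower in tumors. The median log2 difference of all genes was 0.20, and the values above stand on top of that shift. After each array was centred on its median the shift was -0.02 and the counts became 1128 higher and 1475 lower, so the share called higher went from 55.9% to 43.3%.

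Model-specific genes were then sought by the ranking rule of the study. MMTV-c-Myc tumors had high levels of both Myc and a set of Myc target genes. Myc itself averaged 13.48 ± 0.32 in the 4 MMTV-c-Myc tumors, 17.6-fold above the other groups (limma adjusted p = 1.71e-08), and 18 of 24 Myc targets were higher and 0 lower there (23 and 0 adjusted over the list alone; adjusted p = 3.34e-20, adjusted p = 0.0193 with an estimated correlation), including the ribosome biogenesis gene Ppan (2.20). In MMTV-Wnt1 tumors 6 of 14 Wnt/beta-catenin targets were higher and 0 lower (the same adjusted over the list alone; adjusted p = 9.74e-09, adjusted p = 0.00472 with an estimated correlation), among them the feedback genes Axin2 (4.35) and Wif1 (5.17). E2F/Rb targets were higher in C3(1)/Tag tumors in 14 of 15 cases and lower in 0 (the same adjusted over the list alone; adjusted p = 3.06e-13, adjusted p = 0.0308 with an estimated correlation), with Cdkn2a at 4.28 and the replication licensing gene Cdc6 at 3.56.

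Lists that follow the other altered genes gave smaller shifts. Ras/ERK feedback targets were higher in MMTV-H-Ras tumors in 5 of 15 cases and lower in 1 (8 and 1 adjusted over the list alone; adjusted p = 0.00496, adjusted p = 0.833 with an estimated correlation), with Phlda1 at 2.20 and the Ets factor gene Etv4 at 2.01. The same list was not called in MMTV-Her2/neu (5 higher and 1 lower, the same adjusted over the list alone; adjusted p = 0.545) or MMTV-PymT tumors (2 higher and 2 lower, 2 and 3 adjusted over the list alone; adjusted p = 0.645). Neither were p53 targets, with 1 higher and 4 lower of 19 in p53-/- transplant tumors (2 and 5 adjusted over the list alone; adjusted p = 0.115) and 2 higher and 4 lower in BRCA1-/-p53+/- tumors (the same adjusted over the list alone; adjusted p = 0.456).

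Erbb2 averaged 7.72 ± 0.26 in the 5 MMTV-Her2/neu tumors (log2 difference 0.65, SE 0.43, limma adjusted p = 0.276). Because the Her2/neu transgene of this model is of rat origin, the mouse probe set may not read it and does not check the label. Brca1 averaged 7.36 ± 1.07 in the 5 BRCA1-/-p53+/- tumors (log2 difference 0.44, SE 0.37, limma adjusted p = 0.418) and was highest in C3(1)/Tag tumors (10.26 ± 0.40). Where its probe set lies relative to the deleted part was not analysed here, so it checks nothing either.

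**Figure D3:**
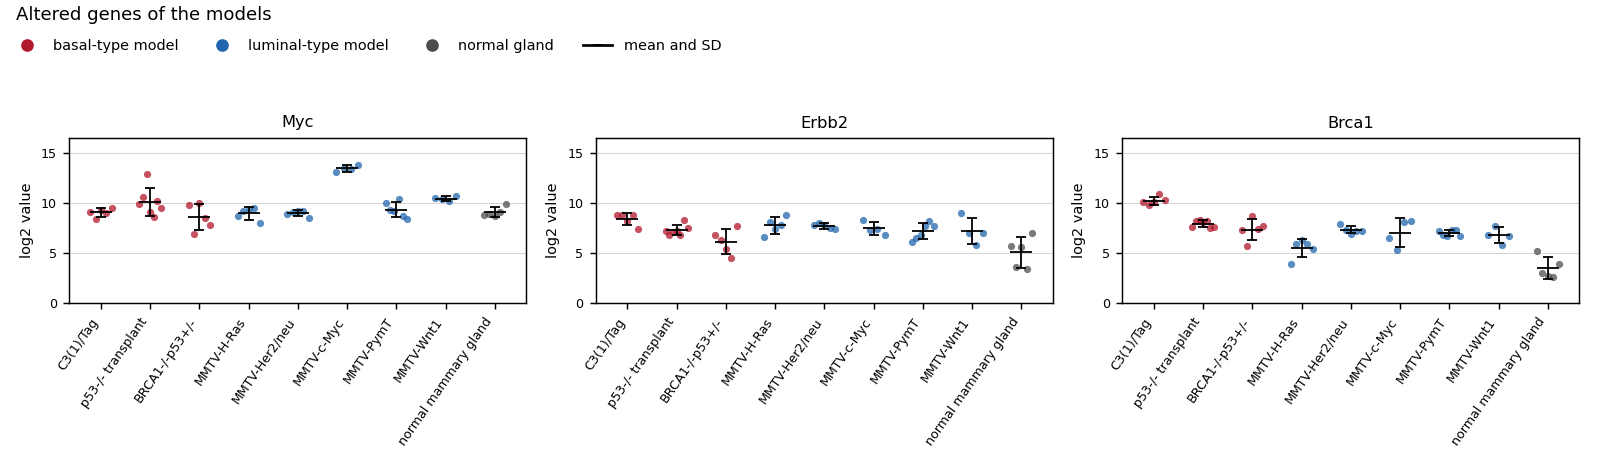
Log2 value (vertical axis) of Myc, Erbb2 and Brca1 in each of the 46 arrays by model and normal gland, with 1 point per array and bars for the mean and SD of a group. Myc was highest in MMTV-c-Myc tumors (13.48), Erbb2 was not higher in MMTV-Her2/neu tumors (7.72) than in C3(1)/Tag tumors (8.40), and Brca1 was highest in C3(1)/Tag tumors (10.26).

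Single genes had large differences between models, some with a wide spread, and p53-/- transplant is the only Balb/C group and BRCA1-/-p53+/- the only 129B6/FVB group, so their genes cannot be told apart from strain. MMTV-H-Ras tumors had genes of salivary secretion, Cst10 (1722-fold, 13.44 ± 3.06), Bpifa2 (1561-fold, 14.25 ± 2.53) and Dcpp1 (593-fold, 13.50 ± 2.81), although in MMTV-H-Ras 4 Cst10 and Bpifa2 were lower (8.14 and 9.73). MMTV-PymT tumors had the acute phase genes Saa1 (255-fold, 12.79 ± 0.98) and Saa2 (93.9-fold) and Clca3a2 (69.8-fold). The third highest value outside MMTV-PymT was close to the median of the model for Saa1 (12.93 against 13.03) and Saa2 (11.33 against 11.42). In p53-/- transplant tumors the interferon-inducible genes Gbp2b (232-fold, 10.24 ± 1.61) and Ifi44l (90.4-fold) and the glutathione peroxidase gene Gpx2 (85.2-fold) led. MMTV-Her2/neu tumors had the matrix protein gene Comp (159-fold, 11.21 ± 0.81), Tspan8 (104-fold) and 1500002F19Rik (93.2-fold). C3(1)/Tag tumors had Snorc (116-fold, 10.91 ± 0.99), Ly6d (111-fold) and Prkg2 (62.5-fold). For BRCA1-/-p53+/- tumors these were BC018473 (75-fold, 8.42 ± 4.62), Stmn2 (33.9-fold, 7.97 ± 4.82) and the stromelysin gene Mmp3 (25.4-fold, 10.43 ± 3.20). MMTV-Wnt1 tumors had Moxd1 (66.1-fold, 12.60 ± 0.86), the Wnt and BMP modulator gene Sostdc1 (48.4-fold, 8.71 ± 4.43) and the retinaldehyde dehydrogenase gene Aldh1a1 (38.9-fold, 9.22 ± 4.71), and MMTV-c-Myc tumors had Ccnb1ip1 (49.6-fold, 8.75 ± 0.99), Il17b (31.9-fold) and Utf1 (29.4-fold, 7.32 ± 4.00). Adjusted p values of these 24 genes lay between 2.01e-19 (Ifi44l) and 0.00502 (Aldh1a1). The folds compare a model with the mean of the other 8 groups, so a large fold does not exclude single outside arrays at a similar level. The third highest outside value was near the median of the model for Ly6d (10.99 against 11.35) but far from it for Gbp2b (2.23 against 10.11) and Cst10 (2.22 against 14.85).

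By number, C3(1)/Tag had the most model-specific genes (796), followed by MMTV-Her2/neu (474), MMTV-H-Ras (281), p53-/- transplant (240), MMTV-c-Myc (227), BRCA1-/-p53+/- (199), MMTV-PymT (185) and MMTV-Wnt1 (98). The BRCA1-/-p53+/- count was 130 without BRCA1-/-p53+/- 3, 94 without BRCA1-/-p53+/- 4, 397 without BRCA1-/-p53+/- 5, and 32 without the 4 arrays with the lowest junction scores, of which 3 are of this model; the MMTV-PymT count was 295 without MMTV-PymT 5.

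The last comparison asked whether arrays grouped by model or by class. For 37 of the 41 tumors the most similar tumor was of the same model (permutation p = 1e-05, the smallest that 100000 permutations can give; highest permuted count 19). The exceptions were BRCA1-/-p53+/- 5 and MMTV-PymT 5, which were each other's nearest tumor (r = 0.455 across genes), MMTV-H-Ras 4, nearest to MMTV-PymT 6 (r = 0.369), and MMTV-Wnt1 3, nearest to BRCA1-/-p53+/- 4 (r = 0.591). MMTV-PymT 5 had a mean correlation across genes of 0.930 with its own model and 0.858 with other groups, and BRCA1-/-p53+/- 5 had 0.758 and 0.862. Whether either carries a wrong label was not tested, and the counts of model-specific genes of both models depended on these arrays (199 and 397 without the first, 185 and 295 without the second). For 38 of 41 tumors the nearest tumor was of the same class, but 48 of the 56 divisions of the models into 3 and 5 gave as many (exact p = 0.857). When only tumors of other models were considered, the nearest was of the same class for 27 of 41 tumors (exact p = 0.107 over the 56 divisions), and C3(1)/Tag, p53-/- transplant and MMTV-c-Myc taken as a class would have given 35.

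In the tree, a first branch held the 5 C3(1)/Tag, 7 p53-/- transplant, 4 MMTV-c-Myc and 4 MMTV-Wnt1 tumors with 4 of the 5 BRCA1-/-p53+/- tumors. The other branch held the 5 MMTV-H-Ras, 5 MMTV-Her2/neu and 6 MMTV-PymT tumors, the 5 normal glands and BRCA1-/-p53+/- 5. At 3 branches the normal glands stood apart, and at 4 the MMTV-c-Myc tumors and 3 of the 4 MMTV-Wnt1 tumors formed a branch of their own. With the 2000 most variable genes, 2 of the 4 MMTV-c-Myc and 2 of the 5 BRCA1-/-p53+/- tumors lay on the branch of the normal glands.

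**Figure D4:**
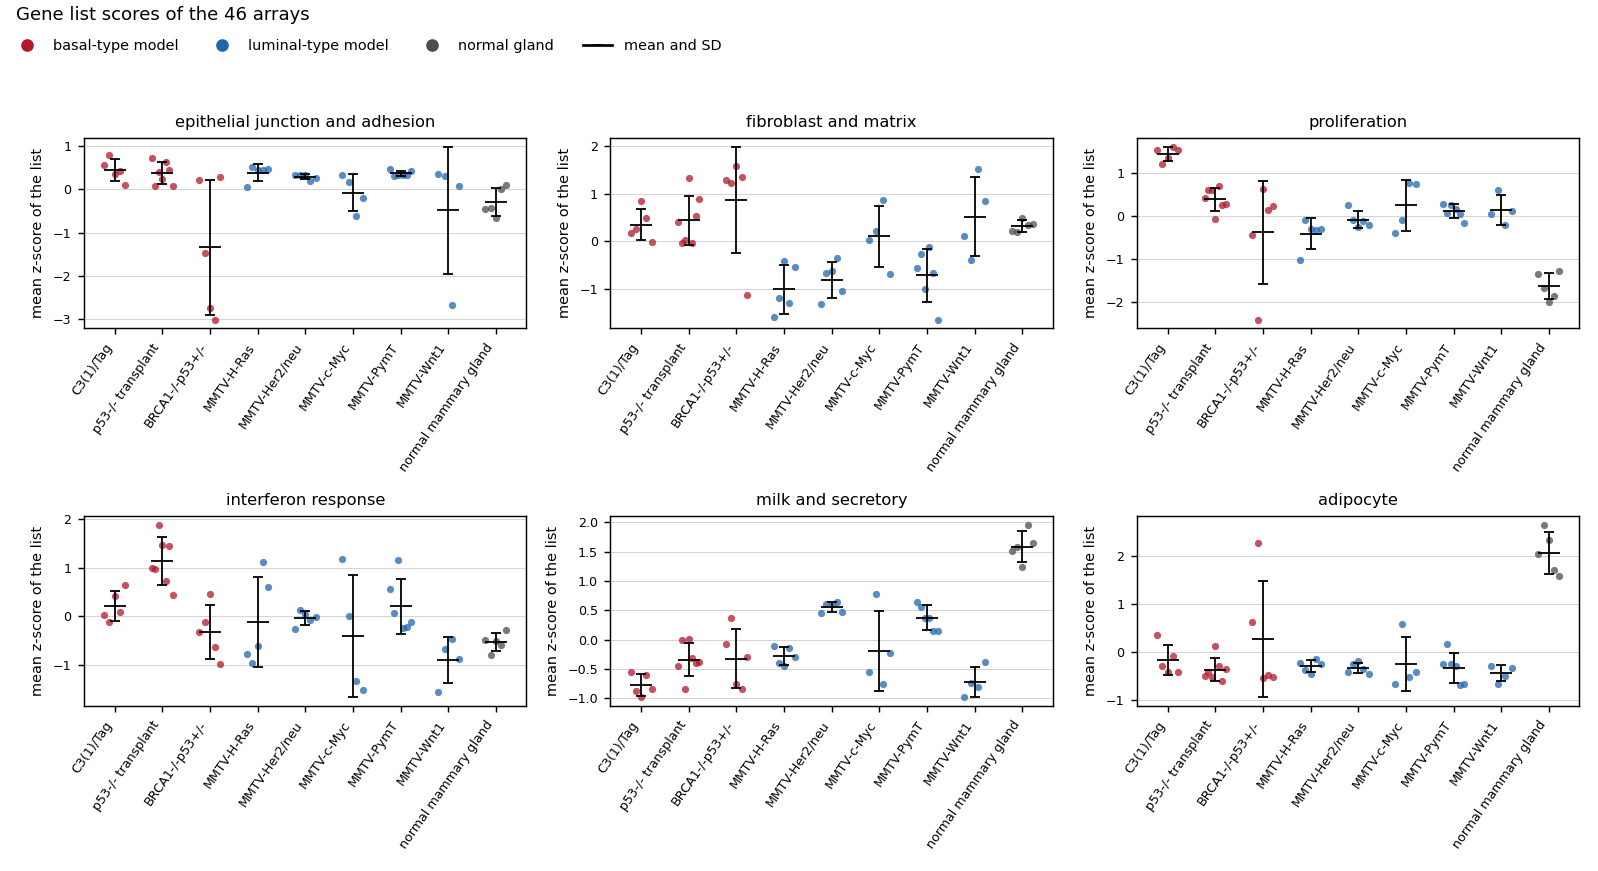
Score of 6 gene lists (mean of gene-wise z-scores, vertical axis) in each of the 46 arrays by model and normal gland, with 1 point per array and bars for the mean and SD of a group. Fibroblast and matrix scores were higher in basal-type tumors (0.54 against -0.45), milk and adipocyte scores were highest on average in normal glands, and BRCA1-/-p53+/- 3, BRCA1-/-p53+/- 4 and MMTV-Wnt1 3 had the lowest junction scores (-3.01 to -2.68).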

Values the study reported

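The study profiled miRNAs in 42 primary tumors and 5 normal glands from pregnant mice. It found 22 miRNAs that differed between normal glands of the 3 mouse strains and stated that their levels in tumors were unrelated to strain. In its clustering of miRNAs, 4 of the 5 MMTV-c-Myc tumors and 4 of the 6 MMTV-PymT tumors formed a subcluster. Of predicted targets, 19 of 156 were inversely correlated with miR-10b, 9 of 101 with miR-412 and 12 of 245 with miR-494.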

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

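The tests of strain (both), fibroblast content, array quality, mixture and fat and muscle, and the divisions that kept models whole, were chosen only after the results were seen, and the divisions of single samples were chosen before the data were examined. Chance alone marks a far sample in about 1 in 20 groups, and 15 were found in 105 groups tested, of which 81 were list scores and 24 were single genes.

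Basal-type and luminal-type tumors differed in 826 higher and 524 lower genes. Random divisions of the 41 tumors gave at most 51 higher and 83 lower genes besides the real one (1 of 100 each). They break up models whose tumors resemble each other, so they cannot exclude a chance division of whole models. Of divisions that kept models whole, 2 of 56 gave as many genes in each direction, the real one included. Chance is thus made unlikely but is not excluded. The other division, MMTV-H-Ras, MMTV-Her2/neu and MMTV-PymT against the other 5 models, gave 858 and 904. This points to a structure of the models that the classes do not follow. Of the 1350 genes of the class difference, 794 were called the same way among FVB arrays alone (482 higher and 312 lower). Strain does not differ there, so it is argued against as their whole cause. C3(1)/Tag is the only basal-type model among these arrays, so class and this single model could not be told apart. All of these arrays are shared with the full comparison, and independent lists would share 115.5 and 32.8 genes. In 20 simulated sets with C3(1)/Tag drawn like the luminal-type tumors 0 genes were called among FVB arrays, so that comparison decides nothing. Between the basal-type models of other strains and the odd-numbered luminal-type tumors 226 genes were called. In C3(1)/Tag, an FVB model, 86.7% of them went the same way against the even-numbered luminal-type tumors. Luminal-type models put in its place gave 33.3% (MMTV-Her2/neu, 12 genes) to 93.2% (MMTV-Wnt1, 754 genes). For the genes not called among FVB arrays strain could not be told apart from class. Fibroblast and matrix content could not be told apart either, since with its score as a covariate a median of 62.0% of the difference remained (quartiles 40.5% and 83.1%), the median size fell from 1.55 (median SE 0.42) to 0.98 (median SE 0.45), and 278 of the 1350 genes were still called. The difference of tumor type that the design names stays open beside both.

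Junction genes were far lower in BRCA1-/-p53+/- 3, BRCA1-/-p53+/- 4 and MMTV-Wnt1 3 than in the other 38 tumors. Epcam, which encodes an epithelial adhesion protein, stood at 5.28, 2.99 and 3.60 against a median of 13.73, while Zeb1, which encodes a repressor of epithelial genes, stood at 11.05, 11.13 and 11.17 against 5.67, and the fibroblast genes Dcn (13.75, 14.25 and 14.22 against 7.97) and Col1a1 (14.71, 12.24 and 14.80 against 10.13) and macrophage scores (1.43, 1.77 and 2.01) were high too. Array quality is argued against only as far as spread and median show it. All 3 arrays lay inside the range of the other tumor arrays in spread (3.41, 3.36 and 3.31 within 2.99 to 3.44) and median. Their spread also lay above that of the 6 arrays with the narrowest distributions (at most 3.23). RNA quality itself stays open, since the AFFX control probe sets were not analysed here. A mixture with other cell types is argued against as the cause of the low junction genes, though not of the high stromal genes, in BRCA1-/-p53+/- 3 and MMTV-Wnt1 3, where the median junction gene stood at -6.28 and -5.90 relative to the other tumors but Krt8 at only -0.02 and -0.73 (smallest gap 7.10 SD), whereas in BRCA1-/-p53+/- 4 it stays open, because Krt18 fell by 6.06 like the median junction gene (gap 0.297 SD) but Krt8 fell by only 3.17 (gap 4.2 SD). No biological explanation was tested.

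Fat and muscle genes were high in BRCA1-/-p53+/- 2, whose skeletal muscle score of 2.62 lay far above the other tumors of its model (-0.66 to -0.42). Of 27 adipocyte and skeletal muscle genes, 25 had their highest tumor value in this array, but the array was picked by the scores of these lists, so the count describes the pattern and leaves fat and muscle in the sample open as its source. Array quality stays open too for the adipocyte genes, since this array (adipocyte score 2.26) has a narrow distribution. The other 4 narrow tumor arrays, with adipocyte scores up to 0.615, include the next highest, BRCA1-/-p53+/- 1 (0.615) and MMTV-c-Myc 2 (0.580). The skeletal muscle scores of these 4 arrays were at most -0.42, so a narrow distribution did not go with high muscle genes elsewhere. Because BRCA1-/-p53+/- 2 was picked as the array that stood apart, this leaves array quality open for its muscle genes too. MMTV-H-Ras 1, the narrowest of all, had scores of -0.23 (adipocyte) and -0.53 (skeletal muscle). No biological explanation was tested.

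In the luminal epithelial list p53-/- transplant 1 had a score of -0.0823, below the other 6 tumors of its model. Junction scores also set MMTV-H-Ras 1 (0.0429) below its model, besides MMTV-Wnt1 3 (-2.68). Mesenchymal/EMT scores placed MMTV-H-Ras 4 low (-0.925) and MMTV-Wnt1 3 high (1.45). Proliferation scores placed MMTV-H-Ras 1 low (-1.01) and MMTV-Her2/neu 1 high (0.265). BRCA1-/-p53+/- 5 had a low fibroblast and matrix score (-1.12, with 1.22 to 1.58 in the other 4). The adipocyte score of p53-/- transplant 4 was high (0.113), as were the skeletal muscle scores of MMTV-H-Ras 4 (0.489) and MMTV-Her2/neu 4 (-0.0845). Among genes, Snorc was high in C3(1)/Tag 2 (12.66), and Cst10 (8.14) and Bpifa2 (9.73) were low in MMTV-H-Ras 4.

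Basal-type models differed from each other in 6 of 24 comparisons of list scores by exact two-sided permutation tests with Benjamini-Hochberg adjustment. Proliferation scores were higher in C3(1)/Tag than in p53-/- transplant tumors by 1.05 (exact adjusted p = 0.0152) and than in BRCA1-/-p53+/- tumors by 1.82 (exact adjusted p = 0.0317). E2F/Rb target scores differed in the same direction by 1.39 (exact adjusted p = 0.0152) and 1.88 (exact adjusted p = 0.0317). In these comparisons all 5 C3(1)/Tag tumors lay above all tumors of the other model. Interferon response scores in C3(1)/Tag minus p53-/- transplant tumors were -0.927 (exact adjusted p = 0.0317), and p53-/- transplant tumors exceeded BRCA1-/-p53+/- tumors by 1.46 (exact adjusted p = 0.0202).

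Probe sets without a single gene were left out of all comparisons. Of 1311 such probe sets, 122 were at least 2-fold higher and 69 lower in basal-type than in luminal-type tumors, and 206 were higher and 134 lower in tumors than in normal gland.

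For the other counts 100 divisions of the samples each were drawn, the real one included. They mix samples of different groups, so they argue against chance only as far as mixed samples show it. For the model-specific genes of BRCA1-/-p53+/- and MMTV-Wnt1 chance was not excluded. Tumors against normal gland gave 1489 higher and 1174 lower genes, against at most 554 and 406 in the other divisions (1 of 100 each), and every model gave 215 and 331 against at most 1 and 5 (1 of 100 each). The highest other counts of model-specific genes, with 1 of 100 divisions as large, were 83 for C3(1)/Tag (796), 69 for p53-/- transplant (240), 86 for MMTV-H-Ras (281), 52 for MMTV-Her2/neu (474), 167 for MMTV-c-Myc (227) and 84 for MMTV-PymT (185). For BRCA1-/-p53+/- (199) 2 of 100 divisions gave as many genes, with up to 234. For MMTV-Wnt1 (98) 3 of 100 did, with up to 384, several times the real count. Why some divisions exceeded the real count was not tested.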

How the results depend on the processing

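The fits without the 6 arrays with the narrowest distributions, without the 4 arrays with the lowest junction scores and with the fibroblast and matrix score as a covariate were chosen after seeing the data; the other alternatives were fixed before the data were examined. Precision was limited by 4 to 7 arrays per group and by signal near the floor of about 2. Settings without a value given here left the counts within 1.5 times. Over all alternatives, genes named in the class comparison kept direction and call in 4499 cases, lost the call in 260, gained it in 41 and turned in 29, of which 3091, 62, 13 and 8 came from leaving out 1 array. Of the 69 such genes 56 lost the call with the model as a random block. Of those called in the main fit only Satb1, Aass, Clip4 and Lyplal1 kept it there. With the fibroblast and matrix covariate 38 of the 69 lost the call and 4 turned, and with FVB arrays alone 21 lost it and 4 turned. Named genes of tumors against normal gland kept direction and call in 3780 cases and lost the call in 113. Model-specific genes kept both in 1580, lost the call in 3, gained it in 1 and turned in 2. Gene lists did so in 193 cases, with 25 lost, 5 gained and 1 turned. The cause was not tested except where fewer arrays or thresholds are part of the setting.

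Counts higher and lower in basal-type tumors were 1244 and 868 with array weights, 1485 and 1122 with no fold threshold, 18 and 29 with the model as a random block, 480 and 304 with the methods' t-test at its unadjusted threshold of 0.001 (805 and 512 after Benjamini-Hochberg), which the methods name for model-specific miRNAs while naming SAM, not run here, for the classes, and 216 and 129 with the fibroblast and matrix covariate. With FVB arrays alone the higher count was 1305, every model gave 327 higher genes, and model-specific genes numbered 1254 in C3(1)/Tag and 268 in MMTV-Wnt1; p53-/- transplant and BRCA1-/-p53+/- have no count there. With no fold threshold 2258 genes were higher in tumors than in normal gland and MMTV-PymT had 332 model-specific genes. Without the ranking rule these numbered 1359 in C3(1)/Tag, 769 in p53-/- transplant, 501 in BRCA1-/-p53+/-, 570 in MMTV-H-Ras, 971 in MMTV-Her2/neu, 546 in MMTV-PymT and 203 in MMTV-Wnt1. Without the 4 arrays with the lowest junction scores they were 390 in p53-/- transplant, 32 in BRCA1-/-p53+/- and 164 in MMTV-Wnt1.

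Values that were not called turned in sign most often. Krt8 was 0.094 with array weights, 0.018 without the C3(1)/Tag model, 0.37 without BRCA1-/-p53+/-, 0.053 without MMTV-H-Ras, 0.0077 without MMTV-PymT, 0.042 without the narrowest arrays, 0.25 without the low-junction arrays and 0.37 with the covariate. Krt5 was 0.40 with array weights, 0.17 without the p53-/- transplant model, 0.25 without MMTV-PymT and 0.67 without MMTV-Wnt1, and Krt18 was 0.33 without BRCA1-/-p53+/-, 0.14 without the low-junction arrays and 0.27 with the covariate. With FVB arrays alone Jchain was -0.72, H2-Ea -0.42, Bmpr1a 0.33 and Zeb1 -0.044, and the median of the endothelial list was -0.032. The covariate gave C1qc -0.26 and Zeb1 -0.77. Brca1 in BRCA1-/-p53+/- tumors was -0.28 as the median over probe sets and -0.047 against other tumor models only.

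With each array left out in turn, Krt8 lay between -0.15 (without p53-/- transplant 1) and 0.13 (without BRCA1-/-p53+/- 4), Krt18 between -0.43 and 0.027 (without BRCA1-/-p53+/- 4), and Krt5 between -0.63 (without BRCA1-/-p53+/- 1) and 0.16 (without MMTV-Wnt1 1). Model-specific genes ranged from 94 (without BRCA1-/-p53+/- 4) to 397 (without BRCA1-/-p53+/- 5) in BRCA1-/-p53+/-, with 130 without BRCA1-/-p53+/- 3, and from 129 (without MMTV-PymT 2) to 295 (without MMTV-PymT 5) in MMTV-PymT. The class counts stayed within 764 to 972 and 473 to 622, those against normal gland within 1270 to 1542 and 1060 to 1199.

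Among lists, FVB arrays alone ended the class calls of fibroblast and matrix (adjusted p = 0.0569), mesenchymal/EMT (0.671), interferon (0.58), macrophage (0.671) and endothelial genes (0.671) and added skeletal muscle (0.00892). The endothelial call was also lost without the narrowest (0.168) or the low-junction arrays (0.218). Against normal gland, FVB arrays alone added fibroblast and matrix (0.0116) and erythroid genes (0.0475), the latter also without the narrowest arrays (0.0117), and without the low-junction arrays junction genes were added (0.00289) and basal/myoepithelial genes lost (0.058). Nearest tumors of the same model numbered 36 of 41 with the 2000 most variable genes or with Spearman correlation.

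Replicate numbers are shared between groups but do not pair the arrays (mean correlation of deviations -0.00240 to 0.0438 per number; 7 of 46 arrays correlated best with their own number). With the number as a block the counts were 854 and 556 for the classes, 1503 and 1197 against normal gland, 211 and 328 in every model, and 796 (C3(1)/Tag), 235 (p53-/- transplant), 200 (BRCA1-/-p53+/-), 276 (MMTV-H-Ras), 483 (MMTV-Her2/neu), 226 (MMTV-c-Myc), 204 (MMTV-PymT) and 101 (MMTV-Wnt1) for model-specific genes, all within 1.5 times.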

Other observations

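The lists named here were chosen for mention only after their values were seen, out of 28 lists in each of 8 models. Interferon response genes were raised in p53-/- transplant tumors, with 21 of 22 higher and 0 lower than the other groups (22 and 0 adjusted over the list alone; camera adjusted p = 5.68e-14, adjusted p = 0.349 with an estimated correlation). Oasl1 was 25.6-fold and Usp18 22.1-fold higher there. This is the only Balb/C group, so strain and model are confounded. In MMTV-Wnt1 tumors the same list had 0 higher and 7 lower genes (0 and 14 adjusted over the list alone; adjusted p = 4.59e-08, adjusted p = 0.48 with an estimated correlation). These tumors, of the luminal-type class, had raised basal/myoepithelial genes, with 7 of 16 higher and 0 lower (11 and 0 adjusted over the list alone; adjusted p = 4.07e-08, adjusted p = 0.118 with an estimated correlation), with Krt5 at 4.30 and Krt14 at 4.00. The score of this list was 0.582, 1.66 and 1.22 in MMTV-Wnt1 1, 2 and 4 but -0.251 in MMTV-Wnt1 3.

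Milk and secretory genes were kept highest among the tumors in MMTV-Her2/neu, where 14 of 22 were higher and 1 lower than in the other groups (15 and 4 adjusted over the list alone; adjusted p = 0.00169, adjusted p = 0.527 with an estimated correlation), with the casein gene Csn1s2a 112-fold and Lalba 101-fold higher. MMTV-PymT tumors had low endothelial genes, 0 higher and 8 lower of 16 (0 and 13 adjusted over the list alone; adjusted p = 1.24e-09, adjusted p = 0.554 with an estimated correlation). In BRCA1-/-p53+/- tumors 14 of 18 junction genes were lower and 0 higher (17 and 0 adjusted over the list alone; adjusted p = 2.84e-10, adjusted p = 0.303 with an estimated correlation), with the claudin gene Cldn7 at -5.21. Junction scores were -1.48, -2.73 and -3.01 in BRCA1-/-p53+/- 2, 3 and 4 but 0.226 and 0.282 in BRCA1-/-p53+/- 1 and 5. Proliferation genes were higher in C3(1)/Tag tumors in 25 of 25 cases (also adjusted over the list alone; adjusted p = 3.83e-15, adjusted p = 0.173 with an estimated correlation).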
